# The ELK3-GATA3 axis orchestrates invasion and metastasis of breast cancer cells *in vitro* and *in vivo*

**DOI:** 10.18632/oncotarget.11427

**Published:** 2016-08-19

**Authors:** Sun-Young Kong, Kwang-Soo Kim, Jiewan Kim, Min Kyeong Kim, Ki Hong Lee, Je-Yong Lee, Nuri Oh, Ji-In Park, Ji-Hoon Park, Sun-Hee Heo, Sung Han Shim, Dong Ryul Lee, Keun Pil Kim, Kyung-Soon Park

**Keywords:** ELK3, GATA3, metastasis, migration, invasion

## Abstract

Triple-negative breast cancer is a highly aggressive tumor subtype that lacks effective therapeutic targets. Here, we show that ELK3 is overexpressed in a subset of breast cancers, in particular basal-like and normal-like/claudin-low cell lines. Suppression of ELK3 in MDA-MB-231 cells led to transdifferentiation from an invasive mesenchymal phenotype to a non-invasive epithelial phenotype both *in vitro* and *in vivo*. Suppression of ELK3 resulted in extensive changes in genome expression profiles. Among these, GATA3, a master suppressor of metastasis, was epigenetically activated. Also, suppression of GATA3 led to the restoration of migration and invasion. These results suggest that the ELK3-GATA3 axis is a major pathway that promotes metastasis of MDA-MB-231 cells.

## INTRODUCTION

Up to 90% of deaths in patients with solid tumors can be attributed to metastasis [1]. The metastatic cascade is a complex process that culminates in tumor cell acquisition of genetic and epigenetic changes that enable them to survive the journey from the primary tumor site to the metastatic site. Aggressive tumor cells are predicted to display a high degree of cellular plasticity, meaning that they display both epithelial and mesenchymal characteristics. Recent studies identified a set of pleiotropic transcription factors (Snail, Slug, and ZEB1/2), which together form an intricate transcriptional circuit to induce epithelial-mesenchymal transition (EMT) [2, 3]. Although several transcription factors and extracellular factors that control EMT and MET have been identified, the underlying molecular mechanisms remain unclear.

ELK3 is an ETS domain-containing protein capable of forming a ternary complex with DNA and Serum Response Factor. Although ELK3 functions as a transcriptional repressor, it can be transformed into a transcriptional activator via RAS/ERK signaling [4]. Another interesting feature of ELK3 is that it contains a leucine-rich nuclear export signal within the first helix of the ETS DNA-binding domain, which is involved in the export of ELK3 from the nucleus to the cytoplasm in response to stress activated kinases, in particular JNK [5].

It is unclear whether ELK3 functions as a tumor promoter or as a tumor suppressor. Tumors that develop in mice lacking the ELK3 protein are small due to a lack of vascularization/oxygenation [6, 7]. Malignant progression of squamous cell carcinoma (SCC) requires ELK3 expression, and knockdown (KD) of ELK3 severely impairs tumor growth and inhibits progression from benign papillomas to SCC [8]. Conversely, ELK3 also functions as a tumor suppressor. The oncogenic microRNA, has-miR-155-5p, targets ELK3 and is implicated in the dynamics of the hypoxic response, which is a critical cellular process in cancer [9]. ELK3 strongly represses transcription of the proto-oncogene, c-fos, and overexpression of ELK3 inhibits the proliferation of pancreatic cancer cells [10]. Furthermore, expression of caveolin-1, which accumulates in high amounts in metastatic lymph nodes during human lung tumorigenesis, is suppressed by ELK3 [11].

Breast cancer is the second leading cause of cancer-related death in women, and its incidence increases with age. Breast tumors can be classified as distinct subtypes based on gene expression profiling and hierarchical clustering analysis [12]. Basal triple-negative breast cancer (BTNBC), which lacks estrogen receptor (ER), progesterone receptor, and ErbB2 expression, has a poor outcome and high metastatic potential. The human breast cancer cell line, MDA-MB-231, recapitulates many of the biological and molecular features of BTNBC, and has been used extensively as a model cell line to study the molecular mechanisms underlying metastasis.

GATA3 is a zinc-finger transcription factor that is involved in development and differentiation. Recent studies show that GATA3 is exclusively expressed in ER-positive, well differentiated, early stage breast cancers [13]. In addition, expression of GATA3 inhibits breast cancer metastasis by driving invasive cancer cells to undergo MET [14]. GATA3 nucleates a transcription repression program to inhibit the invasive potential of breast cancer cells *in vitro* and to suppresses metastasis *in vivo*; it does this by targeting a cohort of genes, including ZEB2, which is critically involved in EMT [15]. However, the tumor suppressor activity of GATA3 has been challenged by recent reports showing that GATA3 is similarly expressed in both primary and metastatic breast carcinoma [16, 17].

Previously, we reported that ELK3 is highly expressed in MDA-MB-231 cells, and that it plays a positive role in metastasis [18]. The aim of the present study was to increase our understanding of the mechanism underlying ELK3 activity during tumorigenesis and metastasis of BTNBC. We provide evidence that ELK3 is an upstream inhibitor of GATA3. The *in vitro* and *in vivo* results suggest that suppression of ELK3 reprograms metastatic mesenchymal MDA-MB-231 cells into a non-metastatic epithelial cancer cell type. Epigenetic activation of GATA3 in ELK3 KD cells, and restoration of migration and invasion ability upon suppression of GATA3 in ELK3 KD cells, suggests that the ELK3-GATA3 axis is a major pathway that activates metastasis of MDA-MB-231.

## RESULTS

### Suppression of ELK3 *in vitro* reprograms MDA-MB-231 cells to a less invasive phenotype

We first examined ELK3 expression profiles in a cohort of 51 molecularly well-characterized human breast cancer cell lines [19]. The 51 cell lines were grouped into the following types: luminal, luminal-ERBB2+, basal-like, and normal-like (claudin-low). Of the genome expression profiles obtained by microarray analysis (all of which are deposited in the Gene Expression Omnibus data repository [GEO: GSE41313]), we compared that of ELK3 between the four breast cancer subgroups. Figure 1A shows that ELK3 expression in basal-like and normal-like/claudin-low cell lines was higher than that in luminal and luminal-ERBB+ cell lines. Notably, MDA-MB-231 was the top-ranked cell line in terms of high ELK3 expression. Stable shRNA-mediated KD of ELK3 was established in three MDA-MB-231-GFP-Luc cell lines (KD1, KD2, and KD3) (Figure 1B). Immunostaining with a phospho-ELK3 antibody revealed that phospho-ELK3 localized in the nucleus of control MDA-MB-231 (C1) cells but not in ELK3 KD cells (Figure 1C). The first feature we noticed in ELK3 KD cells was a marked increase in the proliferation rate (Figure 1D). Since this suggested that the tumorigenicity of MDA-MB-231 cells was increased by suppression of ELK3, we next examined other parameters linked to breast cancer progression. The critical characteristics of metastatic cancers are mesenchymal cell morphology, high migration and invasive capacity, and loss of adhesion to the underlying basement membrane, which allows invasion into surrounding tissues or the circulatory system. Contrary to our expectations, the three selected ELK3 KD cell lines showed an epithelial phenotype (reduced migration and invasive capacity, and increased adhesion), whereas control cells (C1) retained all the metastatic features of invasive MDA-MB-231 cells (Figure 1E). These results suggest that ELK3 KD has epithelial characteristics and a less invasive phenotype. Microarray analysis revealed that stable suppression of ELK3 in MDA-MB-231 cells led to the downregulation and upregulation of 1,081 and 1,339 genes, respectively (fold change > 4, GSE83325). 

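The expression profiles behind this count came from 4 arrays of total RNA from MDA-MB-231 cells, a human triple-negative breast cancer line: 2 arrays of cells with a control shRNA and 2 of cells with a stably integrated shRNA against ELK3, labelled as biological repeats 1 and 2 in each group (replicates 1 and 2 here). The values were log2 intensities that the authors had background-corrected, normalized between arrays and summarised per probe set by RMA in Affymetrix Expression Console, and the labels describe Affymetrix 3' IVT labelling, whereas the methods of the paper describe an Illumina HumanHT-12 v4 BeadChip. The values analysed carry Affymetrix probe set names. Median log2 values were 6.23 and 6.23 in the control arrays and 6.27 and 6.27 in the ELK3 shRNA arrays, so the arrays lay on 1 scale, and all values ran from 1.82 to 14.17. No detection call came with the values. As a guide to background, chosen after the data were seen, 359 probe sets of olfactory receptor genes had a median of 3.88 and a 95th percentile of 5.71. Where a group mean of a gene lay below that percentile, background limits the size of its difference. Of 49395 probe sets, 44988 named a single gene, 1832 named several, 2473 named none and 102 were controls. Each of 18132 genes was read from its brightest probe set among those naming a single gene, and the groups were compared by limma with Benjamini-Hochberg adjustment. Beyond that label, neither source says whether the replicates are separate lines or cultures of one line, so p-values measure only the spread between these arrays. The number of arrays limits the precision: an exact two-sided permutation test of 2 arrays against 2 cannot give a p below 0.33.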

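ELK3 itself was lower in both arrays of ELK3 shRNA cells, at log2 values of 8.34 and 8.33 against 10.85 and 10.82 in control cells, a log2 fold change of -2.50 (standard error 0.07, adjusted p = 3.57e-05 from limma). A second probe set of ELK3 gave -3.14. Of 18132 genes, 578 were more than 4-fold higher and 421 more than 4-fold lower in ELK3 KD cells, and each of these also passed an adjusted p under 0.05 from limma. Among the largest falls was that of NT5E, the ecto-nucleotidase CD73, which went from a mean log2 value of 11.41 to 3.17 (SD 0.03 and 0.27 over 2 arrays each), a log2 fold change of -8.24 with adjusted p = 1.76e-05. The receptor tyrosine kinase AXL changed by -7.74, the calcium-binding protein S100A6 by -7.55, the DNA sensor IFI16 by -7.05 and the urokinase gene PLAU by -6.54 on the log2 scale. The neutrophil chemokine gene CXCL8 (-6.44), the actin-bundling LCP1 (-6.57) and the simple-epithelial keratin gene KRT7 (-6.33) fell as well. The largest rises included UCHL1, a deubiquitinating enzyme of neurons, with a mean of 4.38 (SD 1.27) in control and 12.79 (SD 0.03) in ELK3 KD arrays, a log2 fold change of 8.41 with a standard error of 0.58 and adjusted p = 0.000346. ID4, an inhibitor of helix-loop-helix factors, rose by 7.86, the neurofilament gene NEFL by 7.58, the secreted selenoprotein SELENOP by 7.53, the DNA damage response gene SLFN11 by 6.94, the cancer-testis antigen PRAME by 6.90 and the cyclin CCND2 by 6.67. The cell cycle inhibitor CDKN2A, of chromosome band 9p21, rose from 4.85 to 11.38. KLHL9, of the same region, rose from 2.90 to 9.51, with 4 of its 5 probe sets higher and the other at 2.81 and 2.66. MDA-MB-231 cells are known to lack a region within 9p21 that holds CDKN2A, CDKN2B and MTAP. A response to ELK3 loss does not restore genes that a genome lacks. If the control cells lacked CDKN2A and KLHL9, ELK3 loss cannot account for the rise of these genes. Whether the other differences between the groups follow from ELK3 loss or from a difference between the cells cannot be told from these arrays. Apart from ELK3 and PLAU, the lower group mean of each gene named here lay below the 95th percentile of olfactory receptor probe sets, so background limits the size and the order of the differences. At an adjusted p under 0.05 from limma, 4715 genes were higher and 4256 lower, which is 49.5% of all genes tested, and the 2 groups did not overlap for 76.2% of genes, where chance gives 33.3%. The count of 4-fold changes fell to 223 higher and 259 lower when only genes above the median level were kept, and rose to 1339 and 1080 when probe sets were counted singly. The limma counts fell to 3080 higher and 2430 lower without knockdown replicate 1, and to 3171 higher and 2493 lower without knockdown replicate 2.

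**Figure D1:**
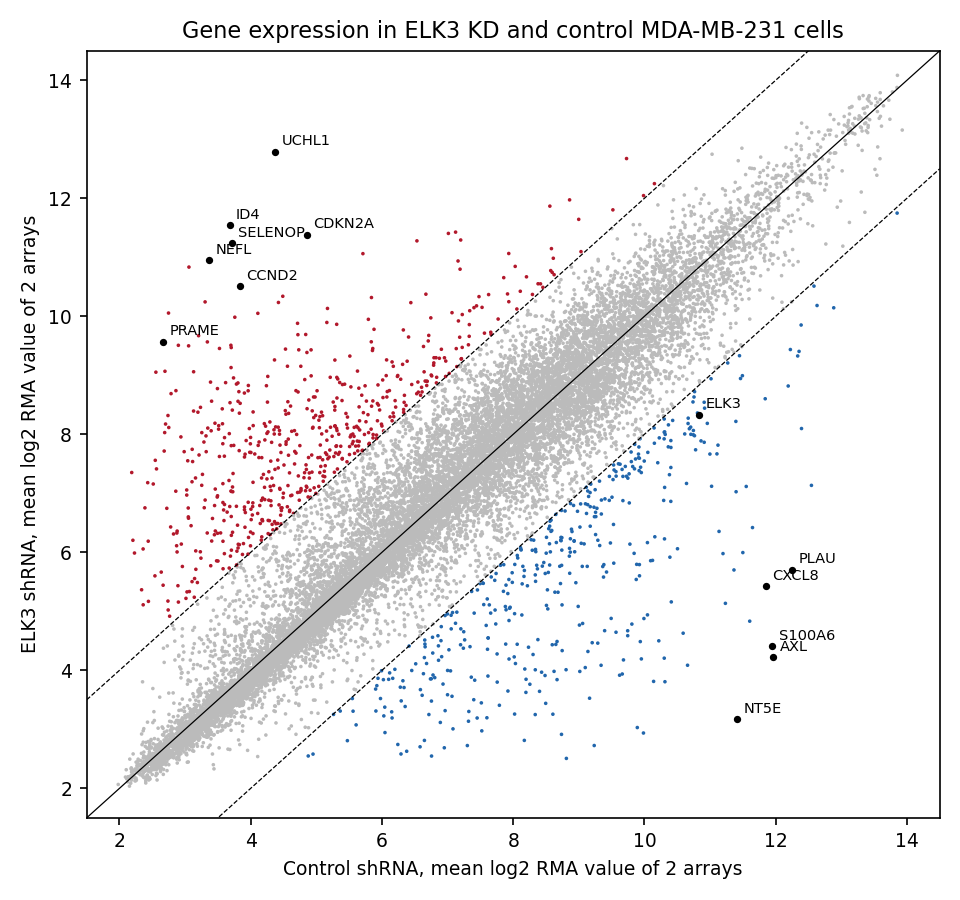
Mean log2 RMA value of each gene in ELK3 shRNA cells (vertical axis, 2 arrays) against control cells (horizontal axis, 2 arrays). The solid line marks equal values and the dashed lines a 4-fold change. Red points are the genes more than 4-fold higher and blue points those more than 4-fold lower, and 1 gene is not plotted. ELK3 lies below the lower dashed line at 10.83 and 8.33.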

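Genes of epithelial cells moved in both directions. Of 41 measured members of a list of epithelial junction and identity genes, 16 rose, 12 fell and 13 did not pass the test at an adjusted p under 0.05 from limma (18 and 14 when adjusted over the list alone). EPCAM, the epithelial adhesion molecule, went from a mean of 8.50 to 3.44, the epithelial ETS factor EHF from 8.02 to 3.26 and the clathrin adaptor AP1M2 from 9.78 to 6.14, while MAL2, a protein of apical transport, went from 3.72 to 8.41. The E-cadherin gene CDH1, looked up after the values were seen, read 4.20 and 2.72 in control and 4.13 and 2.74 in ELK3 KD arrays at its 2 probe sets, all within the olfactory receptor range, so a change could not be judged. The list as a whole did not shift (camera adjusted p = 0.435).
Mesenchymal genes were split as well, with 19 of 44 higher and 16 lower (19 and 17 adjusted over the list alone) and no shift of the list (camera adjusted p = 0.784), although the members above the median level of all genes shifted down (median -1.16, adjusted p = 0.0171). TGFBI, an extracellular matrix protein, went from 9.68 to 4.18, whereas SPARC, a matricellular protein, went from 4.42 to 10.23, the transcription factor TCF4 from 3.62 to 8.88, and N-cadherin, CDH2, rose by 3.23 on the log2 scale. The lower means of TGFBI, SPARC and TCF4, like those of EPCAM, EHF and MAL2, lay below the 95th percentile of olfactory receptor probe sets, so the size of these changes is not settled. The intermediate filament gene VIM changed by -1.02 (standard error 0.07, adjusted p = 0.000349 from limma), SNAI2 (Slug) by -2.14 and ZEB1 by -0.80. SNAI1 (Snail) read 5.14 and 5.48, both below that percentile (adjusted p = 0.0333), a call that ended without control replicate 2 (adjusted p = 0.0868) and without either knockdown replicate, and under the replicate block (adjusted p = 0.0692).
Of 44 genes of a list of matrix proteases and cross-linkers, 21 were lower and 3 higher (21 and 3 adjusted over the list alone), with a median log2 fold change of -0.24 (camera adjusted p = 0.00265). With an estimated correlation the adjusted p was 0.67. That version called none of 27 lists, and 4 arrays leave it few residual degrees of freedom, so it cannot decide whether any list shifted. The lower members include inhibitors of proteases, looked up after the values were seen, TIMP1 (-0.60), TIMP2 (-1.71) and SERPINE2 (-0.38). The collagenase gene MMP1 read 8.14 and 5.29 in the control arrays and 3.09 and 3.42 in the ELK3 shRNA arrays, a log2 fold change of -3.46 with adjusted p = 0.0296 from limma that was -2.04 without control replicate 1, a call lost without either knockdown replicate (adjusted p = 0.155 and 0.127). SPOCK1, a testican, rose from 4.12 to 7.61. Of 19 integrins, 10 were lower and 3 higher, also adjusted over the list alone (camera adjusted p = 0.114). With probe sets counted singly the list shifted down (camera adjusted p = 0.000264). It also did so among genes above the median level (median -1.93, camera adjusted p = 0.00251). That cutoff left out all 3 integrins called higher, so the latter shift cannot speak for the whole list. Among the 19 integrins were ITGA3 at 9.87 and 5.54, ITGA6 at 11.84 and 8.60, and ITGB8 at 2.78 and 6.43 in control and ELK3 KD arrays. A list of basal breast genes had 10 of 21 members lower and 2 higher (11 and 2 adjusted over the list alone), with a median of -0.36 (camera adjusted p = 0.00617). Its adjusted p was 0.576 with an estimated correlation. The laminin gene LAMB3 went from 9.94 to 4.49 and S100A2 from 9.53 to 5.82. In the same arrays, 8 of 15 measured markers of HEK293 cells, a line used to package retroviruses, were higher and none was lower, among them SOX11 at 3.70 and 9.51 and DPYSL3 at 4.44 and 8.07. Of the genes named here with both means, only ITGA6 and S100A2 had both above the 95th percentile of olfactory receptor probe sets.
From the profile together with the migration, invasion and adhesion assays of Figure 1, the paper proposes that loss of ELK3 moves the cells to less invasive, epithelial traits. On these arrays neither the epithelial nor the mesenchymal list shifted as a whole (camera adjusted p = 0.435 and 0.784). Only mesenchymal members above the median level of all genes shifted down. That cutoff, on the mean of all 4 arrays, left out risers such as TCF4 (3.62 to 8.88), though it kept SPARC. The shift thus holds for the members kept and cannot show a fall of the list.

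**Figure D2:**
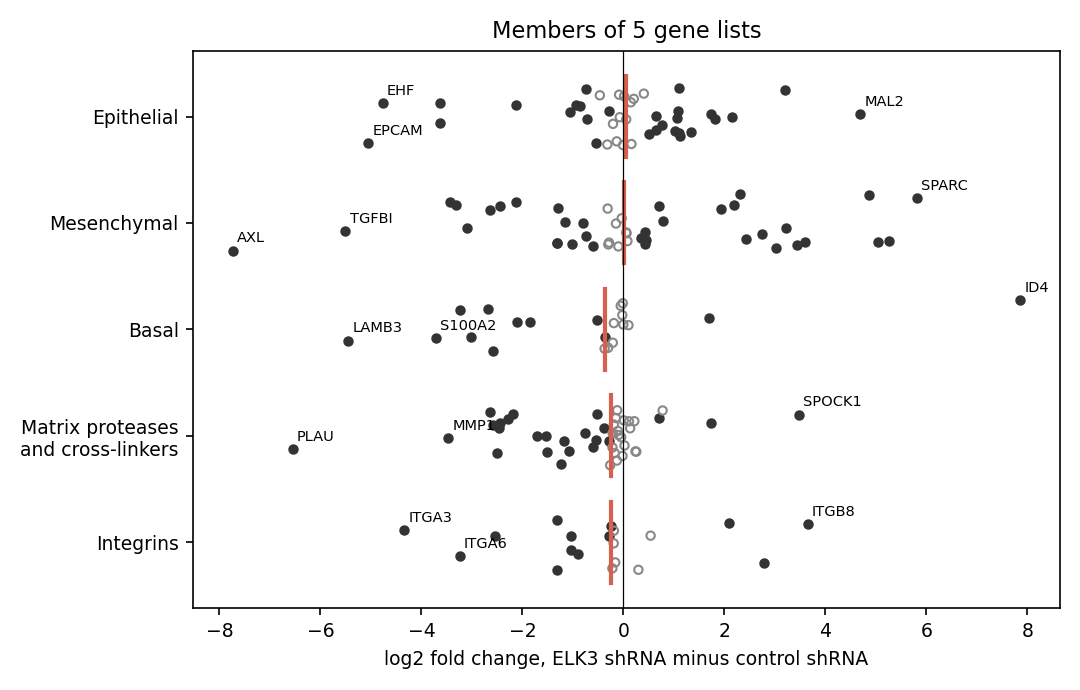
Log2 fold change (horizontal axis, ELK3 shRNA minus control shRNA) of each measured member of 5 gene lists, 1 point per gene. Filled points have an adjusted p under 0.05 from limma, open points do not, and the red bar is the median of the list. The epithelial and mesenchymal lists spread to both sides of 0, and 21 of 44 matrix proteases and cross-linkers were lower.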

Taken together, these results suggest that suppressing ELK3 reprograms MDA-MB-231 cells such that they display less invasive, epithelial characteristics.

**Figure 1:**
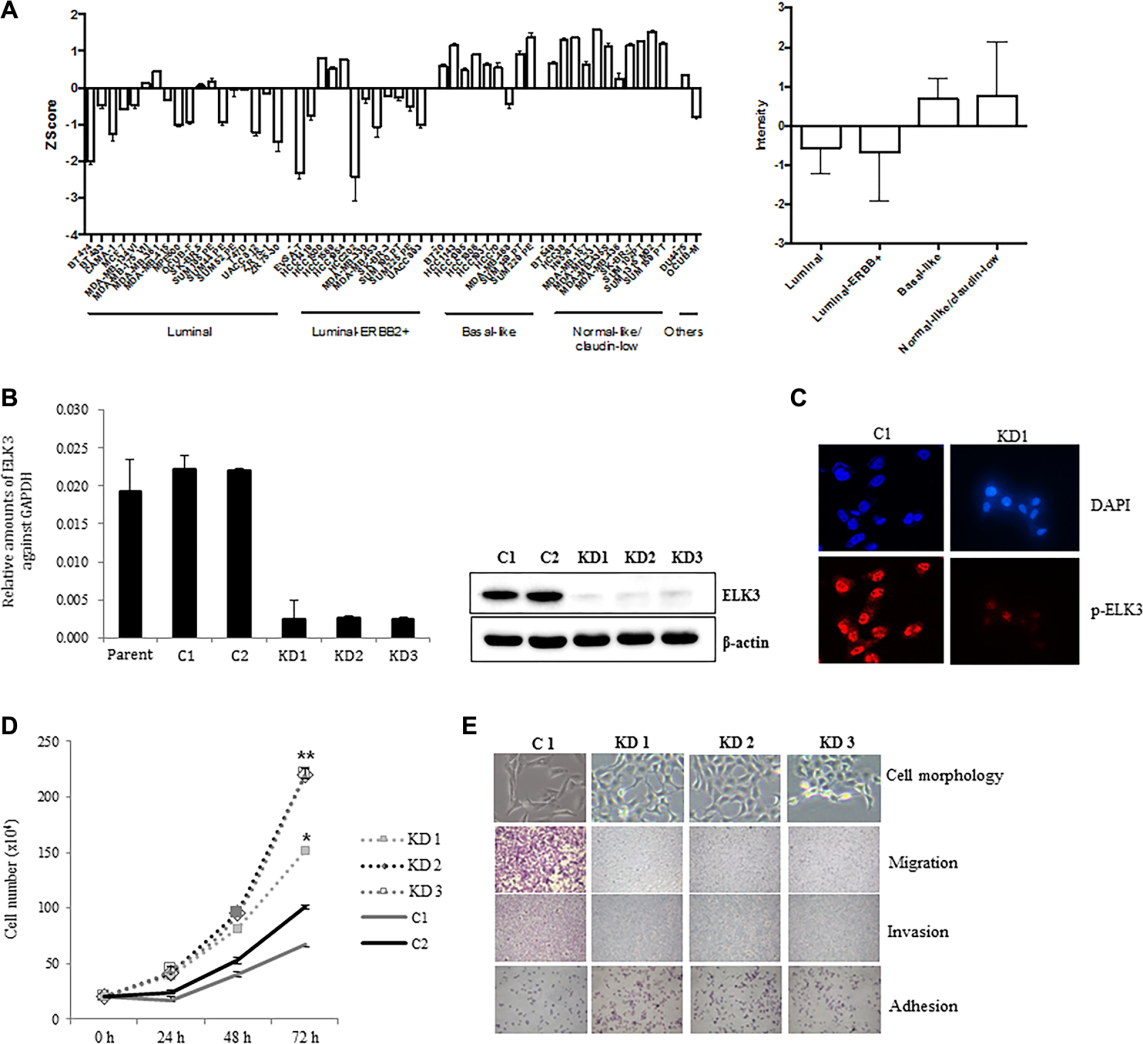
ELK3 regulates migration and invasion of MDA-MB-231 cells *in vitro* (**A**) ELK3 expression in 51 breast cancer cell lines (18 luminal, 12 luminal-ERBB2+, nine basal-like, 11 normal-like/claudin-low, and one other) was analyzed. Data were obtained from public Micro Array databases (GEO: GSE41313; [19]) (left panel), and the average for each group was calculated (right panel). (**B**) MDA-MB-231 cells were transduced with a retrovirus expressing shRNA specific for ELK3, and three stable cell lines (KD1, KD2, and KD3) were selected following analysis of ELK3 expression. Control cell lines (C1 and C2) were generated by transduction of a control retrovirus. (**C**) Phospho-ELK3 localized in the nucleus of C1 and KD1 cells, as detected by immunocytochemical staining. (**D**) Proliferation of C1, C2, KD1, KD2, and KD3 cells was analyzed by counting cells at the indicated times after seeding. (**E**) Cell morphology was observed under a light microscope. Migration, invasion, and adhesion were analyzed as described in Materials and methods. Error bars represent the standard error from three independent experiments, each performed using triplicate samples. *P < 0.05 and **P < 0.01 (Student's *t*-test).

### Suppression of ELK3 *in vivo* reprograms MDA-MB-231 cells to display a less invasive phenotype

To analyze the tumorigenic and metastatic ability of ELK3 KD *in vivo*, we transplanted C1 and KD1 cells into the mammary fat pads of non-obese diabetic (NOD)/SCID mice. As shown in Figure 2A, all eight mice injected with 5 × 10^6^ or 2.5 × 10^6^ C1 cells developed tumors at 3 weeks post-inoculation, whereas only four of eight mice injected with KD1 cells developed tumors (Figure 2A). After injection of 2.5 × 10^6^ or 5.0 × 10^6^ C1 or KD1 cells, we observed that C1 tumors grew much faster than KD1 tumors (Figure S1). On the day of sacrifice, tumors were removed and measured: C1 tumors were significantly larger than KD1 tumors (Figure 2B).

**Figure 2:**
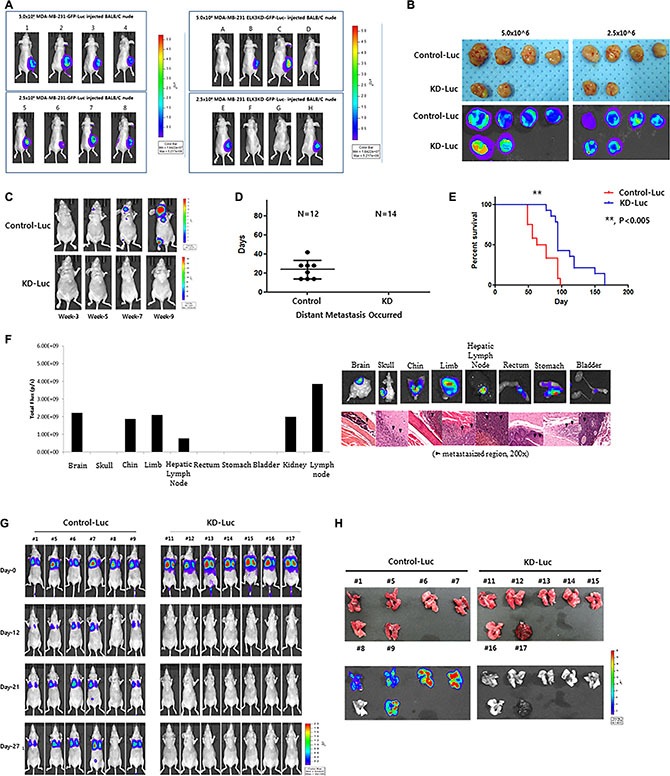
Knockdown of ELK3 expression in MDA-MB-231 cells results in loss of metastatic ability *in vivo* (**A**) Bioluminescence images of mice bearing tumors derived from subcutaneous injection of 2.5 × 10^6^ or 5.0 × 10^6^ Control-Luc or ELK3 KD-Luc cells. (**B**) *Ex vivo* bioluminescence images of tumors from all mice in each group. (**C**) Representative bioluminescence images showing progression of distant metastasis after cardiac injection of Control-Luc and ELK3 KD-Luc. Control-Luc (*n* = 12 mice; 1.0 × 10^5^ cells per mouse) and ELK3 KD-Luc (*n* = 14; 1.0 × 10^5^ cells per mouse) were injected into the left ventricle, and bioluminescence images were taken weekly. (**D**) Graph demonstrating the total number of mice with distant metastases post-cardiac injection, and the day of metastatic tumor occurrence. (**E**) Kaplan-Meier survival curves for mice injected with Control-Luc (red line) or ELK3 KD-Luc (blue line) cells. Statistical differences were evaluated using the log-rank test. ** *P* < 0.005. (**F**) Quantified bioluminescence image data. Data are derived from representative *ex vivo* bioluminescence images of metastasized organs (left panel). *Ex vivo* bioluminescence images of each organ isolated from the mice. Sections from each mouse organ were stained with hematoxylin and eosin (right panel). (**G**) Metastasis of Control-Luc and ELK3 KD-Luc cells was analyzed after tail vein injection. Control-Luc (*n* = 6 mice; 1.0 × 10^6^ cells per mouse) and ELK3 KD-Luc (*n* = 7 mice; 1.0 × 10^6^ cells per mouse) cells were injected into the tail vein, and success was confirmed by monitoring bioluminescent signals in the lungs at Day 0. Bioluminescence images were captured at the indicated times post-injection. (**H**) Lungs were isolated from each mouse at 4 weeks post-tail vein injection, and bioluminescence signals were monitored.

We next monitored distant metastasis by intracardiac injection of C1 and KD1 cells, followed by measurement of luciferase activity in the tumor. Eight of the twelve mice injected with C1 cells (67%) showed distant metastasis, whereas none of the mice injected with ELK3 KD did so (Figure 2C and 2D). In the control group, experimental metastases were detected 24 (± 10) days (mean (SD)) after injection. The Kaplan-Meier survival curves for the C1 and KD1 groups revealed that KD1 mice survived longer than C1 mice (Figure 2E). Metastasized C1 cells were confirmed by hematoxylin and eosin (H&E) staining. Figure 2F showed that C1 cells metastasized to various organs, including the brain, limbs, and stomach.

When C1 and KD1 cells were injected into the tail, C1 cells colonized the lungs in 5/6 mice (83%), whereas 0/7 mice injected with KD1 cells showed lung metastasis (Figure 2G). Lungs from each mouse were carefully dissected, and bioluminescence imaging was performed. Consistent with the earlier data, the lungs from 5/6 (83%) C1 mice showed bioluminescence, whereas 0/7 (0%) lungs from KD1 mice did not (Figure 2H).

### Suppression of ELK3 in MDA-MB-231 cells disrupts the TGF-ß signaling pathway

TGF-ß in the tumor microenvironment primes breast cancer cells to undergo EMT; metastasis to the lungs is particularly common [20–22]. Therefore, we postulated that TGF-ß signaling might not be functional in ELK3 KD cells. To test this, we examined the expression of TGF-ß receptors I and II (TGF-ß RI and RII), which are essential for transmission of the TGF-ß signal into cells. As expected, expression of TGF-ß RI and RII in ELK3 KD was less than 20% of that in control cells (Figure 3A). This suggests that many ELK3 KD cells are incapable of transmitting TGF-β signals. Indeed, immunoblot analysis of phospho-Smad2 expression, as well as immunostaining for nuclear localized Smad2 phosphorylation, revealed that Smad2 phosphorylation in ELK3 KD upon TGF-ß treatment was not significantly higher than that in C1 (Figure 3B). When Smad2 is phosphorylated and localized to the nucleus, it acts as a transcriptional activator that induces expression of EMT-related genes. Consistent with the phosphorylation status of Smad2 in ELK3 KD cells upon TGF-ß treatment, we found that the expression of mesenchymal markers such as Vimentin, Slug, and Snail in ELK3 KD cells in response to TGF-β was unchanged, whereas it increased by more than 2-fold in control cells (Figure 3C). Taken together, these data suggest that the TGF-ß signaling pathway is non-functional in ELK3 KD cells, which would explain, at least in part, the mechanism by which suppression of ELK3 deprives MDA-MB-231 cells of their metastatic characteristics.

**Figure 3:**
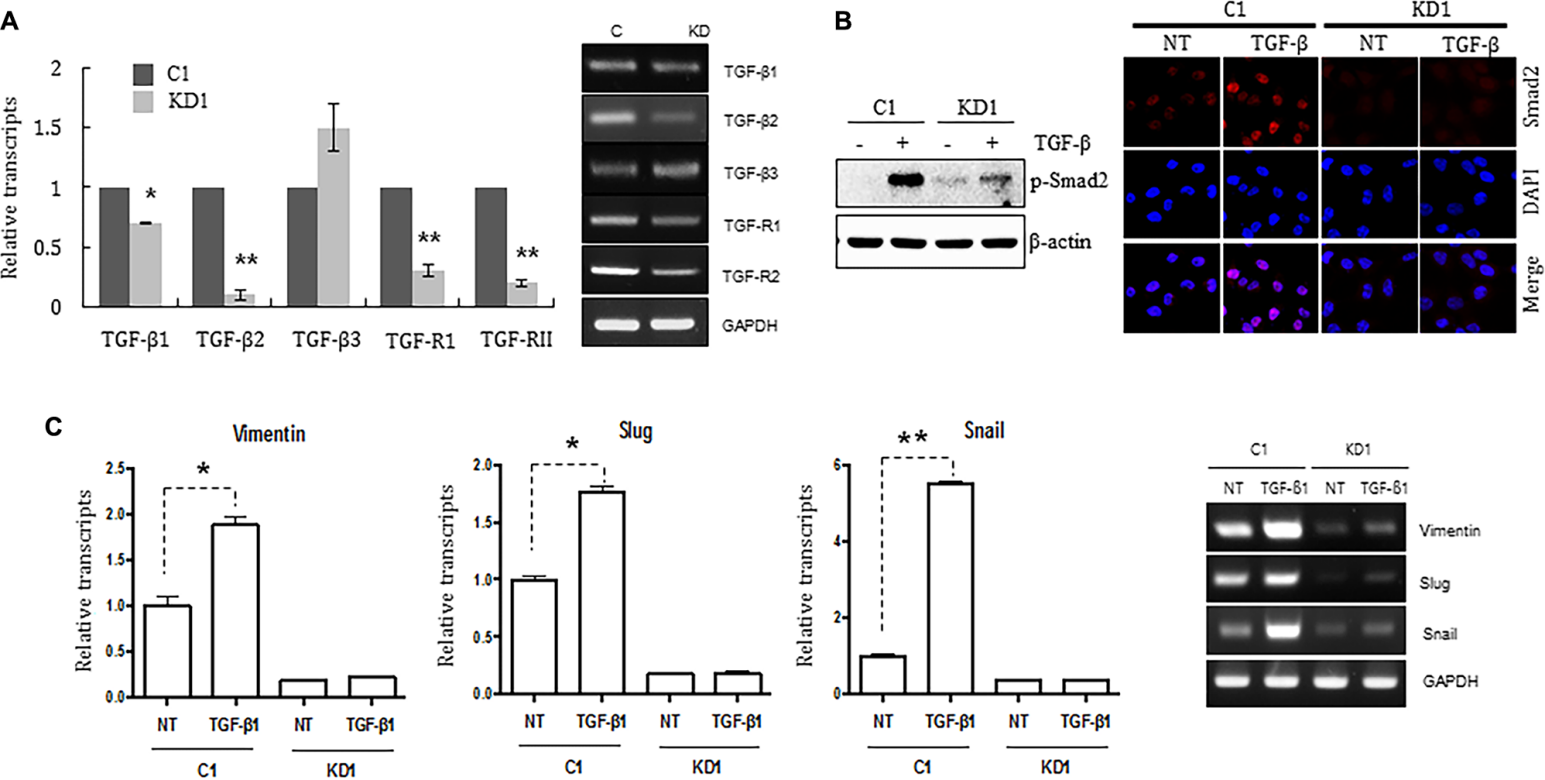
Knocking down ELK3 in MDA-MB-231 cells renders them unresponsive to TGF-ß (**A**) Relative expression of TGFß1, TGFß2, TGFß3, TGFR1, and TGFR2 in C1 and KD1 cells. (**B**) Phosphorylation and nuclear accumulation of Smad2 in C1 and KD1 cells upon TGF-ß treatment were analyzed by immunoblotting and immunocytochemical staining, respectively. (**C**) Relative expression of Vimentin, Slug, and Snail (target genes of Smad2) in C1 and KD1 cells treated with TGF-ß. Error bars represent the standard error from three independent experiments, each performed using triplicate samples. *P < 0.05 and **P < 0.01 (Student's *t*-test).

### ELK3 indirectly and epigenetically suppresses GATA3 expression

Recent studies report that overexpression of GATA3 in MDA-MB-231 (GATA3 OE) cells reprograms them from a basal to a luminal phenotype, which is characterized by reduced tumorigenesis and metastasis [14, 23, 24]. GATA3 also inhibits TGF-ß-dependent transcriptional responses in MDA-MB-231 cells and promotes MET [25]. In addition, GATA3 inhibits metastasis of MDA-MB-231 cells by suppressing lysyl oxidase (LOX), a metastasis-promoting matrix remodeling protein, via methylation of the LOX promoter [23]. Since the features of ELK3 KD cells were similar to those of GATA3 OE cells, we hypothesized that ELK3 is an upstream regulator of the GATA3-LOX axis in MDA-MB-231 cells. Therefore, we examined expression of ELK3, GATA3, and LOX by constructing a heat map matrix using public microarray data derived from breast cancer cell lines [19]. As expected, the expression of ELK3 was inversely correlated with that of GATA3 and LOX (Figure 4A). Consistent with this, we found that GATA3 expression was low in MDA-MB-231 cells that expressed high levels of ELK3.

**Figure 4:**
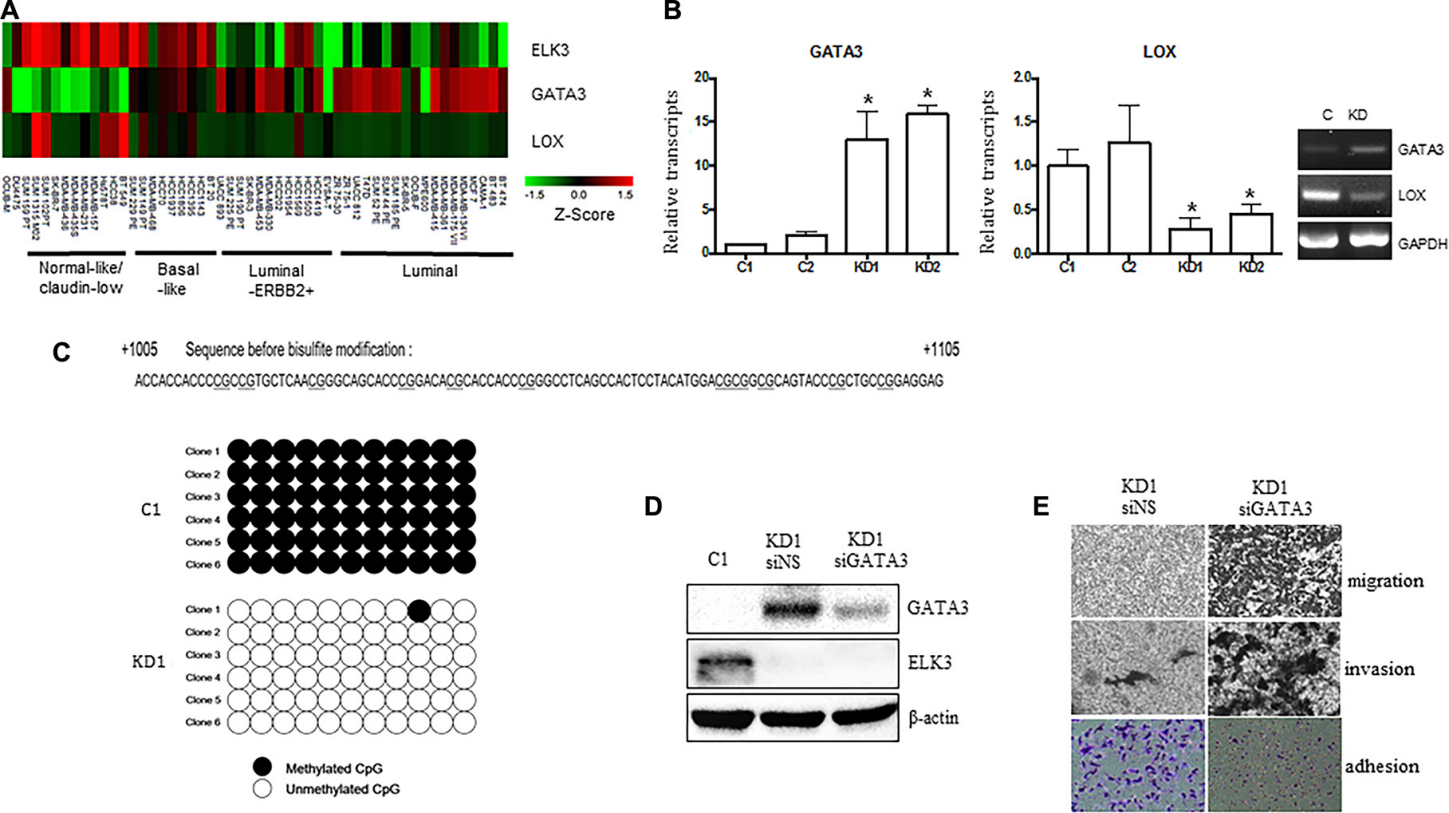
GATA3 orchestrates the phenotypic changes induced by suppression of ELK3 in MDA-MB-231 cells (**A**) Expression of ELK3, GATA3, and LOX, as shown on a heat map matrix derived from publicly available microarray data from 18 luminal, 12 luminal-ERBB2+, nine basal-like, 11 normal-like/claudin-low, and one other cell type [19]. (**B**) Relative expression of GATA3 and LOX in C1, C2, KD1, and KD2 cells. (**C**) Bisulfite sequencing analysis of the GATA3 promoter in C1 and KD1 cells. Each line reflects an independent clone. The white and black circles represent unmethylated and methylated CpG dinucleotides, respectively. (**D**) SiRNA-mediated suppression of GATA3 expression in KD1 cells. KD1 cells were transfected with a nonspecific siRNA (siNS) or with siRNA targeting GATA3 (siGATA3) for 48 h, and total cell extracts were analyzed by immunoblotting. (**E**) Migration, invasion, and adhesion of KD1 cells transfected with siNS or siGATA3 for 48 h (as described in Materials and methods). Error bars represent the standard error from three independent experiments, each performed using triplicate samples. *P < 0.05 (Student's *t*-test).

We next examined whether GATA3 is indeed overexpressed (and LOX suppressed) in ELK3 KD cells. As expected, expression of GATA3 in ELK3 KD cell lines was high (Figure 4B). However, transient siRNA-mediated suppression of ELK3 expression in MDA-MB-231 cells did not increase GATA3 expression (Figure S2). This indicates that transcription of GATA3 is not directly increased by ELK3. One possible mechanism underlying GATA3 activation in ELK3 KD cells is epigenetic modification of the promoter. Indeed, bisulfite sequencing revealed that 11 CpG sequences within the GATA3 promoter were completely demethylated in ELK3 KD cells (Figure 4C). We next examined whether the loss of metastatic features from ELK3 KD cells occurred via activation of GATA3. When overexpression of GATA3 in ELK3 KD cells was suppressed by siRNA transfection, we observed a significant increase in the migration and invasion of the cells in a Matrigel assay (Figure 4D and 4E). In addition, the increase in cell adhesion observed upon suppression of ELK3 was reversed by suppressing GATA3 (Figure 4E). Despite the finding that the proliferation rate of ELK3 KD cells was higher than that of control cells, changes in the pH of the medium occurred more slowly than in that of control cultures (Figure S3A). Consistent with this, the seahorse XF cell energy phenotype revealed that both the oxygen consumption rate (OCR) and the extracellular acidification rate (ECAR) increased in ELK3 KD when compared with control cells (Figure S3B). When GATA3 expression in ELK3 KD was suppressed by siRNA, both OCR and ECAR fell to levels observed in control cells (Figure S3C). Taken together, these data suggest that suppression of ELK3 results in epigenetic activation of the GATA3 promoter to induce GATA3 expression. Thus, overexpression of GATA3 in ELK3 KD cells is the main factor that drives the reprogramming of MDA-MB-231 cells to a non-invasive luminal phenotype.

## DISCUSSION

Induction of tumor metastasis is accompanied by dynamic reprogramming of the epigenome, a process that involves changes in DNA methylation and histone modification. After invading distant organs, metastasized tumor cells undergo reversal of EMT (referred to as MET) at the metastatic site to enable colonization [26, 27]. This implies that epigenetic plasticity is a central regulator of tumor dissemination and re-localization. This model is supported by recent observations that circulating breast cancer cells exhibit dynamic changes in epithelial and mesenchymal features [28]. Here, we showed that suppressing ELK3 expression leads to the transdifferentiation of MDA-MB-231 cells *in vitro* and *in vivo*, resulting in the loss of metastatic characteristics. Major EMT-inducing transcription factors, such as Slug and Snail, in ELK3 KD cells were not transcriptionally activated by TGF-ß. ELK3 KD-derived tumors in the xenograft model were smaller than control tumors, despite that the proliferation rate of ELK3 KD cells was higher than that of control MDA-MB-231 *in vitro*. A possible mechanism underlying the discrepancy between *in vitro* proliferation and *in vivo* tumor formation is that ELK3 KD show reduced secretion of proteins that communicate with the microenvironment and drive tumor development. Indeed, the secretome of ELK3 KD was significantly different from that of control cells; for example, we noticed that the secretion of angiogenic factors such as VEGF by ELK3 KD was reduced by about ∼50% (Figure S4A). In addition, the expression of CD31, a marker of microvessel formation, was significantly lower in ELK3 KD tumors compared to control tumor (Figure S4B, S4C). Thus, we speculate that alterations to the ELK3 KD secretome are related to the formation of smaller tumor masses in the xenograft experiments.

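GATA3, a transcription factor of luminal breast cells, was higher in ELK3 KD cells. Its brightest probe set read 6.82 and 6.97 in the ELK3 shRNA arrays against 5.95 and 5.75 in the control arrays, a log2 fold change of 1.04 (standard error 0.11, adjusted p = 0.00118 from limma). The other 2 probe sets of GATA3 gave 2.23 and 1.74, from control values within the olfactory receptor range. With the methods' t-test and Benjamini-Hochberg adjustment the call of GATA3 ended (adjusted p = 0.0519). LOX, a lysyl oxidase that cross-links matrix, read 8.79 and 8.15 in control and 6.09 and 5.56 in ELK3 shRNA arrays, a log2 fold change of -2.64 (standard error 0.27, adjusted p = 0.00128 from limma), and all 6 of its probe sets were lower, by -0.44 to -2.64. Its call also ended with the methods' t-test after adjustment (adjusted p = 0.0695).
Of 34 measured genes of a luminal breast list, 12 were higher, 8 lower and 14 did not pass, with the same counts adjusted over the list alone, and the list did not shift as a whole (camera adjusted p = 0.401). FOXA1, a pioneer factor of luminal cells, went from a mean of 3.52 to 7.62 and TBX3 from 4.17 to 7.26, while the melanosome transport gene MLPH went from 9.06 to 4.79 and the cyclin CCND1 from 11.08 to 9.13. The estrogen receptor gene ESR1 was at 7.01 in control and 6.84 in ELK3 KD arrays (adjusted p = 0.234 from limma), the progesterone receptor gene PGR lay below the olfactory receptor level in both groups, and ERBB2 changed by -0.38, a call lost when any 1 array was left out. In the same arrays CDKN2B, of chromosome band 9p21, rose from 3.03 to 6.97. The brightest probe set of MTAP, also of 9p21, read 6.81 in control and 6.37 in ELK3 KD arrays, and 5 of its 6 probe sets were higher, by up to 4.55. MDA-MB-231 cells are known to lack the region within 9p21 that holds CDKN2A, CDKN2B and MTAP. These arrays therefore cannot tell whether the differences of GATA3, LOX and FOXA1 follow from ELK3 loss or from a difference between the cells. The lower means of FOXA1, TBX3, MLPH and CDKN2B lay within the olfactory receptor range.

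**Figure D3:**
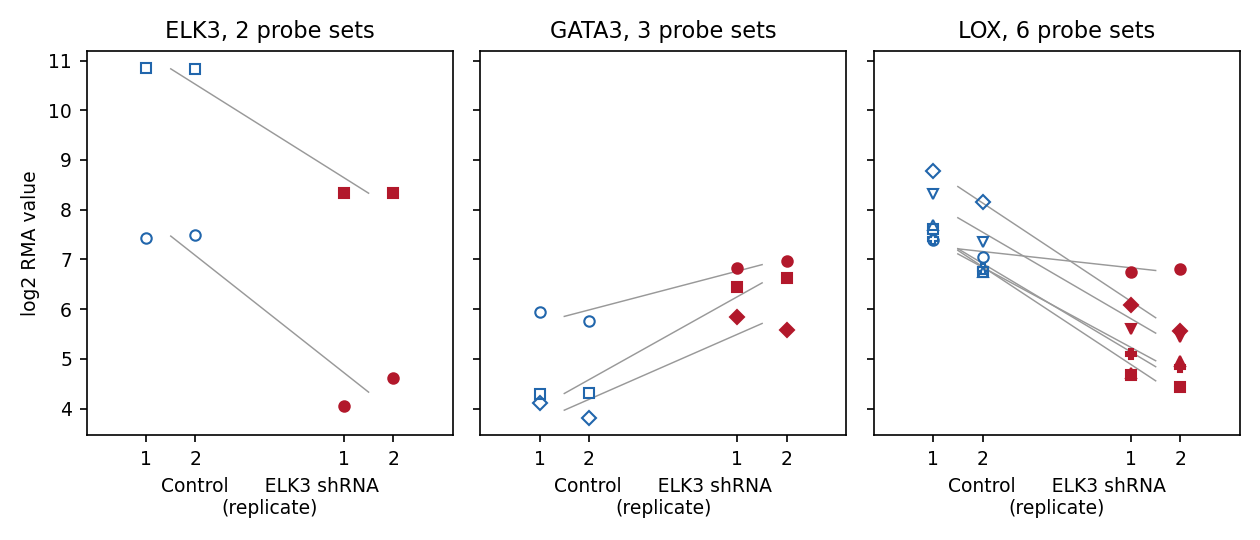
Log2 RMA value (vertical axis) of every probe set of ELK3, GATA3 and LOX in each array. Open blue symbols are control arrays, filled red symbols ELK3 shRNA arrays, each symbol shape is 1 probe set, and lines join group means. Both probe sets of ELK3 and all 6 of LOX are lower in ELK3 shRNA arrays, and all 3 of GATA3 are higher.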

The extensive changes in gene expression profile caused by suppression of ELK3 led us to identify GATA3 as a critical regulator of metastatic changes in ELK3 KD cells. We found that transfecting ELK3 KD cells with siGATA3 restored their migratory and invasive characteristics. Based on these results, we suggest that the ELK3-GATA3 axis is a central and crucial regulatory component of EMT/MET. ELK3 is thought to function as a transcriptional activator in MDA-MB-231 cells, which harbor a highly active RAS/ERK signaling pathway. Overexpression of GATA3 in ELK3 KD cells indicates that GATA3 is not a direct target for ELK3. Demethylation of the GATA3 promoter in ELK3 KD cells suggests that epigenetic factors that promote DNA demethylation are activated in MDA-MB-231 cells upon suppression of ELK3. Indeed, the DNA demethylase, TET1, suppression of which is essential for KRAS-mediated DNA hypermethylation and malignant transformation [29], was highly expressed in ELK3 KD cells, whereas expression of DNMT3A and DNMT3B was similar to that in control cells (Figure S5).

A recent study demonstrated that both OCR, an indicator of oxidative phosphorylation, and ECAR increase in low-invasive cancer cells [30]. Changes in the OCR and ECAR in ELK3 KD and siGATA3-transfected ELK3 KD cells imply that comprehensive metabolic reprogramming in MDA-MB-231 cells is accompanied by expression of ELK3 and GATA3.

Despite our finding that a non-functional TGF-ß signaling pathway (resulting from suppression of TGF-ß R1/RII) in ELK3 KD cells might contribute to a less metastatic phenotype, transfection of siGATA3 did not rescue the TGF-ß response of ELK3 KD (Figure S6). Thus, it remains unclear whether TGF-ß R1/RII is epigenetically suppressed in ELK3 KD.

The findings described herein indicate that ELK3 may play a previously unrecognized and important role in breast cancer metastasis based on data suggesting that its loss of function aids reprogramming of basal types of breast cancer cells to a less invasive, epithelial cell phenotype. Suppression of ELK3 in another basal type breast cancer cell line, Hs578T, also accompanied with GATA3 activation as well as reduced migration and invasive capacity *in vitro* (Figure S7). A recent report shows that ELK3 drives malignancy in SCCs [8], suggesting that the role of ELK3 as a promoter of metastasis is not likely to be limited to breast cancer. Further studies should focus on identifying genes directly targeted by ELK3 and on furthering our understanding of the metastatic mechanisms that it regulates. This may facilitate identification of effective therapeutic targets.

## MATERIALS AND METHODS

### Cell culture and knockdown of ELK3 and GATA3

MDA-MB-231-GFP-Luc cells were purchased from Perkin Elmer (Boston, MA, USA) and cultured in Dulbecco's Modified Eagle's Medium (DMEM) supplemented with 10% fetal bovine serum (FBS) (Gibco BRL). ShRNA plasmids targeting human ELK3 (catalog no. RHS4531-EG2004) or human GATA3 (catalog no. RHS4531-EG2625) were purchased from Dharmacon. ELK3 KD breast cancer cell lines (KD1, KD2, and KD3) and two control (C) cell lines (C1 and C2) were established by infecting MDA-MB-231-GFP-Luc cells with a retrovirus generated from control or shRNA retroviral plasmids containing ELK3 (catalog no. RHS4531-EG2004). Retroviral shRNA targeting GATA3 (catalog no. RHS4531-EG2625) was transfected into ELK3 KD MDA-MB-231 cell lines.

### Microarray analysis

Total RNA was extracted using TRIzol (Invitrogen), and biotinylated cRNA were prepared from 0.55 μg of total RNA using the Illumina TotalPrep RNA Amplification Kit (Ambion, Austin, TX), according to the manufacturer instructions. Following fragmentation, cRNA (1.5 μg) was hybridized to the Illumina HumanHT-12 v4 Expression BeadChip, according to the manufacturer's instructions (Illumina). Arrays were then scanned with an Illumina Bead Array Reader Confocal Scanner, according to the manufacturer's instructions. Array data processing and analysis were performed using Illumina BeadStudio v3.1.3 (Gene Expression Module v3.3.8). The microarray data is deposited in the Gene Expression Omnibus data repository (GEO: GSE83325).

### Cell adhesion, migration, and invasion assays

A standard crystal violet adhesion assay was performed as previously described [31]. For the migration assay, MDA-MB-231 cells (5 × 10^3^) were added to each upper well of a Transwell plate (Corning Inc, Corning, NY, USA). The lower portion of the well contained DMEM supplemented with 10% FBS as a chemoattractant. After incubation for 24 h, cells that migrated to the bottom chamber were removed from the underside of the membrane, fixed in 4% paraformaldehyde (Santa Cruz), and stained with crystal violet. For the invasion assays, cells (8 × 10^4^) were placed onto a Transwell membrane coated with 50 ml of Matrigel (BD Biosciences) and then incubated for 36 h. Migrated cells were processed as described above.

### RNA extraction and real-time RT-PCR

Total RNA was extracted using TRIzol (Invitrogen), and 2–5 μg was reverse-transcribed using the SuperScriptII™ First-Strand Synthesis System (Invitrogen), according to the manufacturer's instructions. Real-time RT-PCR was performed using the resulting cDNAs and the Quantitect SYBR Green PCR kit (Qiagen). Expression of target genes was normalized against that of glyceraldehyde 3-phosphate dehydrogenase (GAPDH). The PCR primer pairs (sense and antisense) are listed in Table S1.

### Western blot analysis

Cells were washed with PBS and lysed in tissue lysis buffer (20 mM Tris-base, pH 7.4, 137 mM NaCl, 2 mM EDTA, 1% Triton X-100, 25 mM β-glycerophosphate, 2 mM sodium pyrophosphate, 10% glycerol, 1 mM sodium orthovanadate, 1 mM benzamidine, and 1 mM phenylmethysulfonyl fluoride). Total cell extracts were resolved by sodium dodecyl sulfate-polyacrylamide gel electrophoresis, transferred to Immobilon-P membranes (Millipore, Bedford, MA, USA; http://www.Millipore.com), and blotted with antibodies against ELK3 (sc-17860), Smad2 (sc-8332, Santa Cruz Biotechnology), phospho-Smad2 (#3101, Cell Signaling Technology), and GATA3 (sc-268, Santa Cruz Biotechnology). Immunoreactivity was detected by enhanced chemiluminescence (ECL; Amersham).

### Xenograft mouse model

All animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of National Cancer Center. Four-week-old BALB/c nude mice were purchased from Orient Bio. (Republic of Korea) and housed at the experimental animal facility at the National Cancer Center. A tumor xenograft model was established when the mice reached 5 weeks of age. Mice were randomly assigned to four different groups and injected with the following: control-Luc cells (2.5 × 10^6^ or 5.0 × 10^6^) or ELK3 KD-Luc cells (2.5 × 10^6^ or 5.0 × 10^6^). Tumor size and the weight of the mice were measured three times per week until the day of sacrifice. For IVIS imaging, D-Luciferin (Perkin Elmer, USA) was injected (intraperitoneally) into mice using a 1 ml BD Syringe Leuer-Lok Tip fitted with a 26G 1/2 BD PrecisionGlide Needle (BD Korea, Republic of Korea). Mice were imaged 8 min later.

### *In vivo* metastasis: cardiac injection model

BALB/c nude mice (4 weeks old) were purchased from Orient Bio. For the metastasis model, mice received cells via cardiac injection through the left ventricle. Metastasis was monitored weekly by IVIS Lumina III XR imaging. On the day of sacrifice, IVIS imaging was performed before organs were harvested; samples were then mounted in paraffin blocks. Total flux (p/s) within each organ was measured using the IVIS Lumina III XR imaging system, and data were analyzed using Living Image 2.60.1 (PerkinElmer, USA) software. This study was reviewed and approved by the IACUC of National Cancer Center Research Institute (NCCRI), Goyang-si, Gyeonggi-do, Republic of Korea. NCCRI is an Association for Assessment and Accreditation of Laboratory Animal Care International (AAALAC International, no. 001392)-accredited facility and abides by the Institute of Laboratory Animal Resources (ILAR) guidelines.

### *In vivo* metastasis: tail vein injection model

BALB/c nude mice (4 weeks old) were obtained from Harlan laboratories (DooYeol Biotech, Republic of Korea) and divided into two groups: Control-Luc and ELK3 KD-Luc. Tail vein injection was performed 1 week after the mice reached 5 weeks of age. Cells were injected into the tail vein using a 1 ml BD syringe fitted with a 31G Ultra-Fine II short needle (BD Korea, Republic of Korea). The success of the tail vein injection was evaluated immediately by IVIS Lumina III XR imaging, and metastasis was monitored weekly. Bodyweight was measured twice a week until the day of sacrifice (at 4 weeks post-tail vein injection). Samples were prepared as described above.

### Histology

Organs containing metastatic deposits showing luciferase expression were harvested and stabilized in 10% Neutral Buffered Formalin (BBC biochemical, USA). Sections of paraffin-embedded tissues were stained with hematoxylin (Merck, USA) and eosin (Merck, USA) and examined under a ScanScope XT virtual digital slide scanner (Aperio, USA) (magnification, ×200). The magnified slide was visualized using Imagescope software version 11.2.0.782 (Aperio, USA). Sections of paraffin-embedded organs containing metastatic deposits were examined by immunofluorescence using a Zeiss AxioImager M1 Fluorescence microscope (Carl Zeiss, Germany).

### Bisulfite pyrosequencing

Bisulfate treatment and DNA cleanup were performed using the EpiTect 96 Bisulfite Kit, according to the manufacturer's instructions. Sodium bisulfite-modified genomic DNA from ELK3 KD or control cells was amplified by PCR using primers GATA3-F (5′-GTT GGG TGA GTT ATT ATT ATT T-3′) and GATA3-R (5′-ATT AAA AAA CAC ATC CAC CTC CT-3′). The PCR products were then cloned into the T-vector (Takara) and sequenced.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism 5 (GraphPad Prism, La Jolla, CA, USA). Data were analyzed using Student's *t*-test. Differences were considered statistically significant at *P* < 0.05.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLE

How the deposited data were processed for this re-analysis (not part of the article)

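Gene expression was measured on 4 arrays, 2 of control shRNA and 2 of ELK3 shRNA MDA-MB-231 cells. The authors deposited log2 values of 49395 probe sets, made by RMA in Affymetrix Expression Console (no version given) according to the submitters' processing notes, which include background correction, quantile normalization between arrays and summary per probe set. The methods of the paper name an Illumina BeadChip. The probe set names are those of an Affymetrix array. Counted singly, its probe sets past 4-fold were 1339 higher and 1080 lower, against the paper's 1339 and 1081. The values and the paper's counts thus go with the Affymetrix description. Why the methods name another platform was not settled. Scanner files were not used here, so the background correction and the normalization could not be varied from the start. RMA compresses low values, so fold changes of dim genes can be understated, and quantile normalization gives all arrays 1 distribution, so a change in total RNA per cell would not be seen. All 4 value columns were used.

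Probe sets were named through the platform annotation, with symbols looked up by gene identifier in RefSeq of GRCh38.p14, which matched 44961 of 44988 probe sets naming a single gene. Control probe sets were left out. Each gene was read from the probe set with the highest mean over the 4 arrays, and no filter was set on dim genes. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no block) and Benjamini-Hochberg adjustment over 18132 genes at 0.05. The count past 4-fold used the difference of group means of log2 values, with no test. Gene lists were tested by camera with a preset correlation of 0.01, adjusted over 27 lists, and by camera with an estimated correlation and by fry. With 4 arrays the estimated correlation rests on few residual degrees of freedom. It called none of the lists, so its adjusted p cannot tell a shifted list from an unshifted one. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

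The lists, the comparisons by limma and camera and most alternatives were fixed before the data were examined, whereas the tests on neighbouring genes, on a minor share of other cells and on the order of genes within arrays, the background guide and the single probe sets of 9p21 genes were chosen afterwards. Fixed beforehand was also the rule for genes named in the text: the genes the paper names, the 12 largest rises and 12 largest falls among called genes whose groups do not overlap, up to 4 members of each list with the largest called change (or up to 2 with the highest mean where fewer than 2 were called), and the 9p21 genes. 1 gene that the rule takes is not reported here, and symbols with no probe set naming only them were not analysed here. CDH1, CKB, PAX2, TIMP1, TIMP2, SERPINE2, SPRY1, EPHA4 and EGR1 were named after their values were seen.

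The limma fit was tested on simulated data for 18132 genes with 200 changed. It recovered 0% of changes of 0.5, 59.5% of changes of 1 and 90.5% of changes of 2 on the log2 scale, with 0, 1 and 6 unchanged genes called. In the arrays 49.5% of genes were called, and the adjustment depends on that share, so these recovery rates do not carry over. SNAI1, for one, was called at 0.34. A simulated shift of 1.5 in 1 of 27 lists was called by camera at adjusted p = 1.78e-08 with 0 other lists called. The simulated genes varied independently, so this cannot tell how often correlated genes of a list give a false call. A test of neighbouring genes in windows of 50 gave a ratio of 0.89 with no simulated shift and 1.27 with 3 chromosomes shifted by 0.5. It used 17600 genes and 100 permutations, against 11050 genes and 1000 permutations on the arrays. The simulated shift did not reach the bound of 1.5 that was applied to the arrays. Alternatives were another summary of probe sets, another filter, normalization or variance prior, a replicate block, each array left out in turn, and other tests.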

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

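The tests on neighbouring genes, on a minor share of other cells and on the order of genes within arrays were chosen only after the results were seen, and so were the look at single probe sets of MTAP and the genes CKB and PAX2. The lists and the 9p21 genes given first are not discussed in the paper, whereas the pattern weighed after them covers all genes past 4-fold, with LOX, TGFBR2, SNAI2, VEGFA and TET1 among them.

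Of 27 measured HOX genes, which set positional identity, 22 were higher and 2 lower in ELK3 KD cells (23 and 2 adjusted over the list alone), with a median log2 fold change of 1.49 (camera adjusted p = 5e-07, and adjusted p = 0.567 with an estimated correlation). HOXB2 went from 3.83 to 8.36 and HOXD13 from 4.32 to 7.86. Of 25 NF-kappaB targets, 21 were lower and 0 higher by limma, also adjusted over the list alone, with a median of -1.58 (camera adjusted p = 3.6e-06, and adjusted p = 0.576 with an estimated correlation). The cytokine gene IL6 went from 9.01 to 3.98 and CXCL2 from 9.74 to 4.67. Of 37 interferon response genes, 21 were lower and 7 higher (22 and 7 adjusted over the list alone), with a median of -0.54 (camera adjusted p = 0.011, and adjusted p = 0.567 with an estimated correlation), a call that ended without cross-hybridising probe sets, at the same median (adjusted p = 0.0533), and among genes above the median level (median -0.64, adjusted p = 0.12). Of 17 antigen presentation genes, 10 were lower and 1 higher, also adjusted over the list alone, with a median of -1.08 (camera adjusted p = 0.00289, and adjusted p = 0.67 with an estimated correlation). HLA-DRA went from 9.62 to 3.92, with the 2 control arrays apart at 10.63 and 8.61. Markers of the HEK293 packaging line had a median of 0.57 over 15 genes (camera adjusted p = 0.00511, and adjusted p = 0.576 with an estimated correlation), with 8 higher and 0 lower, also adjusted over the list alone. The mesenchymal list holds 1 of them, CDH2, too. The creatine kinase gene CKB, with the highest mean value of them in ELK3 KD arrays, went from 9.00 to 11.64, and PAX2 was at 4.59 and 4.58. At chromosome band 9p21, CDKN2A changed by 6.53, CDKN2B by 3.94 and KLHL9 by 6.61. The control means of these 3 genes lay below 5.71, the 95th percentile of olfactory receptor probe sets, as did the lower means of HOXB2, HOXD13, IL6, CXCL2 and HLA-DRA, so background limits the size of these differences.

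The pattern weighed is that 999 genes differed by more than 4-fold. Among them were CDKN2A and CDKN2B, of a region within 9p21 that MDA-MB-231 cells are known to lack. The tables argue against the between-array normalization. Genes above 10 in control that lay below 5.71 in ELK3 KD arrays numbered 15, while 14 genes did the opposite. A step that keeps the order of values within an array does not produce this. Centring or normalizing again moved the count by at most 1.004 times, which decides nothing for values already normalized. For the falls, the tables also argue against a minor share of other cells among MDA-MB-231 cells. Of 1740 genes above 10 in control, 92 fell more than 4-fold, beyond what dilution by a minor share can give. The rises are not covered by this test, since other cells can add transcripts, so for them a minor share stays open. A response to ELK3 loss stays open as well and was not tested, because each group may derive from its own selected line, but it does not restore genes that a genome lacks, and 10 of 12 probe sets of CDKN2A, CDKN2B and MTAP were more than 4-fold higher, so it cannot account for these if the cells lacked the region. RNA of another cell line that keeps 9p21 stays open: the test set beforehand, on the brightest probe set of MTAP, gave -0.45, within the range set for no such RNA, but that bound rested on a probe set that read 6.81 in control arrays, whereas the other 5 read 2.86 to 4.21 there and rose by 2.98 to 4.55, so that the mean of all 6 rose by 2.99. Also open are RNA of the HEK293 line, whose marker median of 0.57 lies between the bounds set, and a genome of other chromosome dosages. For the latter, medians of neighbouring genes had an SD of 0.31, 2.77 times the highest of 1000 permutations and past the bound of 1.5. Between the 2 control arrays an SD of 0.067 was 2.12 times the highest permuted one too. Between the 2 ELK3 KD arrays an SD of 0.028 was 1.45 times it, under the bound. The test was read as undecided because of the control arrays, only after its ratio had been seen. Each ratio is to permutations of its own comparison, so it does not compare the sizes of the spreads. Window medians ran from -0.80 to 0.93 between the groups, -0.39 to 0.41 between control arrays and -0.13 to 0.08 between ELK3 KD arrays. The spread between groups was thus wider than within either group. On chromosome 6, looked up after the values were seen, all windows from DUSP22 to EEF1A1 were negative (lowest -0.58). All its windows from SLC17A5 to TFB1M were positive (highest 0.93). On chromosome 13 the windows ran only from -0.05 to 0.03. The cause of the spread was not tested.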

How the results depend on the processing

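Among the alternatives, those on single probe sets of 9p21 genes were chosen after the data were seen. Of 134 named genes, 82 kept their direction and their side of the threshold under every alternative run for them, ELK3 among them, at -2.49 to -3.14. GATA3 was not tested among genes above the median level, and it was at 1.04 with adjusted p = 0.0519 in the methods' t-test with Benjamini-Hochberg adjustment, against 5.56e-05 to 0.0252 under its other alternatives, where it lost no call. Leaving out 1 array, the lone array of a group being assumed to vary like the other group, gave 5510 to 8364 changed genes, 3080 to 4388 higher and 2430 to 3976 lower. The lowest counts came without knockdown replicate 1, and fewer arrays reduce the calls by construction. Both ELK3 shRNA arrays are open to the same doubt about their cells, and leaving out both leaves no comparison. The numbers do not pair the arrays, since same-numbered arrays deviated with a correlation of 0.01 across probe sets; with the replicate block, 8132 genes were called. Counted by probe set, 23801 were changed, 11975 higher and 11826 lower, and 2419 passed 4-fold, 1339 higher and 1080 lower. The methods' t-test with Benjamini-Hochberg adjustment called 4660 genes, 2574 higher and 2086 lower, and limma's test against 1.5-fold called 3183, 1861 higher and 1322 lower. Among genes above the median level, where fewer genes were tested, 482 passed 4-fold, 223 higher and 259 lower. Why the balance between higher and lower changed was not tested. Over all 18132 genes, 2992 passed 2-fold, 1746 higher and 1246 lower. Of 27 lists, 12 were called by camera, 0 with an estimated correlation and 21 by fry, which asks another question. For the estimated correlation, 4 arrays leave too few residual degrees of freedom to decide any list. Matrix proteases and cross-linkers, at a median of -0.24, lost their call with an estimated correlation, and by fry the mesenchymal list (0.0125) and the luminal list (0.061) were called up and the cancer-testis list up at a median of -0.080. Mesenchymal genes above the median level had a median of -1.16 and were called down; the cause was not tested. By the mean of all probe sets DNMT3A was at -0.49 and MTAP at 2.99. Single probe sets opposed the brightest one and passed the test for TGFB3 (0.39), DNMT3A (-0.95), HLA-C (2.80) and MTAP, whose other probe sets gave 2.98, 3.11, 3.77, 4.00 and 4.55; the cause was not tested. Probe sets of DNMT3B (-0.26), KLHL9 (-0.15), TBX3 (-0.24), ITGB8 (-0.058), TDG (-0.11) and BST2 (-0.033) lay on the other side of 0 from the brightest one without passing the test (adjusted p = 0.131 to 0.774). Genes near the olfactory receptor level can show no further fall.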

Differences from the paper's values

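The paper's reported counts of genes past a 4-fold change are 1339 higher and 1081 lower, and the counts here are 578 higher and 421 lower over 18132 genes. Of the alternatives set before the data were examined, counting all probe sets singly gave 1339 higher and 1080 lower. That equals the paper's higher count and nearly equals its lower one, so the paper's counts match probe sets of these arrays rather than genes. A threshold of 2-fold, which is not the paper's, gave 1746 higher and 1246 lower, within 1.5 times of the paper's counts. Under the other alternatives the counts stayed from 223 to 613 higher and from 259 to 443 lower.

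The paper reports by RT-PCR that both TGF-beta receptors were lower in ELK3 KD cells. On the arrays TGFBR2 changed by -3.04 on the log2 scale (adjusted p = 5.6e-05 from limma), and TGFBR1 by -0.04 (adjusted p = 0.749), with -0.33 (adjusted p = 0.0423) at a probe set near background. It reports DNMT3B and DNMT3A at similar levels in both kinds of cells. Here DNMT3B rose by 1.13 (adjusted p = 0.000274 from limma), with 8 of 11 probe sets higher, while DNMT3A changed by 0.08 (adjusted p = 0.593) and was lower at 2 of 4 probe sets. Its Figure 3 shows Snail lower in untreated KD1 than in C1 cells, where SNAI1 changed by 0.34 here (adjusted p = 0.0333) at means of 5.14 and 5.48, both below the 95th percentile of olfactory receptor probe sets, a call lost without control replicate 2 (adjusted p = 0.0868), without either knockdown replicate (0.117 and 0.182) and under the replicate block (0.0692), and Vimentin and Slug lower, as were VIM (-1.02) and SNAI2 (-2.14) here. The same figure shows TGF-beta 1 transcripts lower, where TGFB1 changed by -0.13 here (adjusted p = 0.29).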

Other observations

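Of 20 genes of a list of transcripts that the RAS and ERK pathway is known to induce, 16 were lower and 3 higher (SPRY1, EPHA4 and EGR1, named after their values were seen) by limma, also adjusted over the list alone, with a median log2 fold change of -1.88 (camera adjusted p = 3.6e-06, and adjusted p = 0.567 with an estimated correlation). The phosphatase DUSP6, induced by ERK, went from 10.41 to 5.16 and the ETS factor ETV5 from 9.34 to 4.09. Of 36 SRF and serum-response genes, 21 were lower and 5 higher, also adjusted over the list alone, with a median of -0.75 (camera adjusted p = 0.00187, and adjusted p = 0.576 with an estimated correlation). SRF itself changed by -0.98, CAV1 by -3.01 and FOS by -0.48, a call of FOS that was lost without control replicate 1 (adjusted p = 0.0744), control replicate 2 (0.0776) or knockdown replicate 2 (0.0848). Of 26 ETS genes, 10 were lower and 3 higher, also adjusted over the list alone (camera adjusted p = 0.0464, and adjusted p = 0.576 with an estimated correlation), a call lost without control replicate 1 (adjusted p = 0.088), without knockdown replicate 1 (0.0554), with arrays centred (0.0535), among genes above the median level (0.108) and without members that other lists hold (0.32). Of 38 angiogenic secreted factors, 22 were lower and 6 higher (23 and 6 adjusted over the list alone), with a median of -0.87 (camera adjusted p = 0.00117, and adjusted p = 0.576 with an estimated correlation), a call that ended without the 16 members that other lists also hold (median -0.15, adjusted p = 0.563). VEGFA changed by -2.07 and the thrombospondin THBS1, an inhibitor of angiogenesis, by -5.96. The counts of this list thus mix inducers and inhibitors. PECAM1 changed by -0.11 (adjusted p = 0.282). The ELK3 KD means of DUSP6, ETV5 and THBS1 lay below the 95th percentile of olfactory receptor probe sets, so background limits the size of their falls.

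Of 55 oxidative phosphorylation genes, 22 were higher and 8 lower, also adjusted over the list alone, with a median of 0.19 (camera adjusted p = 0.0226, and adjusted p = 0.567 with an estimated correlation), a call lost among genes above the median level at the same median (adjusted p = 0.108). NDUFB10 went from 9.83 to 11.55. Glycolysis genes went both ways, 9 higher and 10 lower of 26, also adjusted over the list alone (camera adjusted p = 0.912). The demethylase TET1 rose by 3.78 (adjusted p = 0.000197 from limma), and of 25 genes of DNA methylation and demethylation 11 were higher and 7 lower, also adjusted over the list alone (camera adjusted p = 0.523). Of 45 cell cycle genes, 15 were higher and 16 lower (15 and 17 adjusted over the list alone; camera adjusted p = 0.784). Of 32 TGF-beta ligands, receptors and SMADs, 15 were higher and 7 lower (16 and 8 adjusted over the list alone; camera adjusted p = 0.299), with SMAD2 at -0.76, TGFB2 at -2.14 and TGFB3 at -0.04 (adjusted p = 0.846). Of 31 TGF-beta targets, 9 were higher and 14 lower (10 and 16 adjusted over the list alone; camera adjusted p = 0.158), and the list shifted down with probe sets counted singly (adjusted p = 0.00311). Hypoxia genes had 4 higher and 10 lower of 22, also adjusted over the list alone (camera adjusted p = 0.0779), and the list shifted down under the replicate block (adjusted p = 0.0298), without control replicate 2 (0.0229), without knockdown replicate 1 (0.0369) and among genes above the median level (0.0441). Cancer-testis genes had 3 higher and 4 lower of 26 (3 and 2 adjusted over the list alone; camera adjusted p = 0.814). Leukocyte markers had 1 higher and 3 lower of 15 (camera adjusted p = 0.263) and endothelial markers 2 higher and 2 lower of 14 (camera adjusted p = 0.814), both also adjusted over the list alone, with the endothelial receptor ROBO4 going from 10.22 to 4.50. The 9p21 list of 3 genes had 2 higher and 1 lower, also adjusted over the list alone (camera adjusted p = 0.185), the lower being MTAP at its brightest probe set, and the list shifted up by the mean of all probe sets (median 2.99, adjusted p = 0.00232) and with probe sets counted singly (adjusted p = 2.75e-07). Of 17 housekeeping genes, 5 were higher and 5 lower (6 and 6 adjusted over the list alone; camera adjusted p = 0.934), with GAPDH at -0.09 (adjusted p = 0.326) and ACTB at -0.68. The lower means of TET1, TGFB2 and ROBO4, and both means of TGFB3, lay below the same percentile.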
